# Increased gene dosage and mRNA expression from chromosomal duplications in *Caenorhabditis elegans*

**DOI:** 10.1093/g3journal/jkac151

**Published:** 2022-06-22

**Authors:** Bhavana Ragipani, Sarah Elizabeth Albritton, Ana Karina Morao, Diogo Mesquita, Maxwell Kramer, Sevinç Ercan

**Keywords:** gene dosage, copy number, dosage compensation, X chromosome, RNA-seq, DNA-seq, chromosome duplications, *Caenorhabditis elegans*, modENCODE, gene expression

## Abstract

Isolation of copy number variations and chromosomal duplications at high frequency in the laboratory suggested that *Caenorhabditis elegans* tolerates increased gene dosage. Here, we addressed if a general dosage compensation mechanism acts at the level of mRNA expression in *C. elegans*. We characterized gene dosage and mRNA expression in 3 chromosomal duplications and a fosmid integration strain using DNA-seq and mRNA-seq. Our results show that on average, increased gene dosage leads to increased mRNA expression, pointing to a lack of genome-wide dosage compensation. Different genes within the same chromosomal duplication show variable levels of mRNA increase, suggesting feedback regulation of individual genes. Somatic dosage compensation and germline repression reduce the level of mRNA increase from X chromosomal duplications. Together, our results show a lack of genome-wide dosage compensation mechanism acting at the mRNA level in *C. elegans* and highlight the role of epigenetic and individual gene regulation contributing to the varied consequences of increased gene dosage.

## Introduction

Chromosomal aneuploidies or copy number variations (CNVs) are associated with a wide range of phenotypes in many organisms (Tang and Amon 2013; Durrbaum and Storchova 2016). To understand the effect of gene dosage on gene expression, a series of studies compared DNA copy number and mRNA levels in aneuploid cells and animals (Kojima and Cimini 2019). In plants and mammalian cells, partial and full aneuploidies showed complex responses to alterations in gene dosage, with secondary effects on the transcriptome and nonlinear correlation between copy number and expression (Aït Yahya-Graison *et al.* 2007; Huettel *et al.* 2008). In *Drosophila melanogaster*, buffering mechanisms were proposed to act through the gene regulatory networks to dampen the effect of gene dosage (Zhang *et al.* 2010; Malone *et al.* 2012). In *Saccharomyces cerevisiae*, gene expression largely correlated with copy number with some variation between genes (Gasch *et al.* 2016; Torres *et al.* 2016; Taggart and Li 2018).

While there is no effective compensation of chromosomal aneuploidies for the rest of the genome, X chromosomes are highly regulated in many animals. Typically, females (XX) contain twice the number of X chromosomes than males (XY) but the 2 sexes express similar levels of X chromosomal transcripts. Strategies that equalize X chromosome expression between sexes differ in different animals. In mammals (human and mouse), one of the X chromosomes is silenced in XX females; in flies (*Drosophila*), the single X chromosome is upregulated by a factor of 2 in XY males; and in worms (*Caenorhabditis*), both X chromosomes are downregulated by a factor of 2 in XX hermaphrodites (Meyer 2005; Samata and Akhtar 2018; Dossin and Heard 2021). While strategies differ, in each system, a multisubunit protein complex specifically targets and regulates X chromosome transcription in one of the 2 sexes through epigenetic mechanisms (Ercan 2015).

A high rate of CNVs was reported in mutation accumulation experiments in *Caenorhabditis elegans* (Lipinski *et al.* 2011; Konrad *et al.* 2018). In addition, 80% of the genome could be isolated as chromosomal duplications in the laboratory, leading to the conclusion that the worm is relatively tolerant to increased gene dosage (Hodgkin 2005). To understand the effect of increased gene dosage in *C. elegans*, we characterized large chromosomal duplications in several strains using DNA-seq and analyzed the effect of increased gene dosage in 3 chromosomal duplications and 1 fosmid insertion strain using mRNA-seq. Like other species, there was a complex response to increased gene dosage in *C. elegans*. While the average mRNA level increased for genes located within large duplications and the integrated fosmid, genes within the same chromosomal duplication showed varying levels of mRNA increase. An X chromosomal duplication that recruits the somatic dosage compensation complex (DCC) showed lower mRNA increase compared to one that did not recruit, also demonstrating the contribution of epigenetic regulation to the effect of gene dosage.

## Materials and methods

### Strains

Unless otherwise noted, strains were maintained at 20°C on nematode growth medium agar plates using standard *C. elegans* growth methods. TY1916 [yDp11 (X; IV); lon-2(e678) unc-9(e101) X] contains duplication (yDp11), producing long, non-Unc homozygous hermaphrodites. SP117 [mnDp10 (X; I); unc-3(e151) X] produces wild-type looking homozygous hermaphrodites. SP219 [mnDp1 (X; V)/+ V; unc-3(e151) X] contains the duplication (mnDp1), which is homozygous lethal, thus, wild-type looking heterozygous hermaphrodites containing the duplication were picked. BC4289 [sDp10 (IV; X)] contains the homozygous-viable duplication (sDP10). SP1981 [unc-115(mn481) dpy-6(e14) X; stDp2 (X; II)/+] contains homozygous-lethal duplication (stDP2). Wild-type looking heterozygous hermaphrodites were picked. VC100 [unc-112(r367) V; gkDf2 X] contains the homozygous-viable deletion (gkDf2) and produces wild-type looking hermaphrodites. OP37 {wgIs37 [pha-4::TY1::EGFP::3xFLAG + unc-119(+)]} is wild-type looking and generated by Sarov *et al.* (2012).

### DNA-seq

At least 20 worms were hand-picked as young adults. Worms were washed by settling animals at least 3 times with 1 ml M9 and starved overnight to remove gut bacteria. Following a final M9 wash, worms were resuspended in 100 µl TE and frozen. For DNA isolation, 400 μl of lysis buffer (0.1 M Tris–HCl; 0.1 M NaCl; 50 mM EDTA; 1.25% SDS) was added and worms were sonicated using Bioruptor 30 s on/off at high for 30 min. Sonicated DNA was isolated using Qiagen MinElute kit and Illumina DNA sequencing libraries were prepared as described previously (Albritton *et al.* 2014). Single- or paired-end sequencing was performed using Illumina HiSeq-2000 and aligned to genome version WS220 (ce10) using Bowtie2 (version 2.3.2) with default settings (Langmead and Salzberg 2012). All replicate and read number information is provided in Supplementary File 1. Samtools version 1.6 (Li 2011) was used to merge replicates before running bamCompare from Deeptools version 3.3.1 (Ramírez *et al.* 2016), using the following options: –binSize 500, –scaleFactorsMethod None, –normalizeUsing CPM, –operation log2, –minMappingQuality 30, –outFileFormat bedgraph, and –ignoreDuplicates. Copy number analysis was performed with CNVnator version 0.3.3 (Abyzov *et al.* 2011) comparing data from mutant strains to reference genome WS220 (ce10) using bin_size = 1,000. CNVnator output files listing deletions and duplications are provided in Supplementary File 2. Overlap of CNVs with genes was determined by Galaxy (https://usegalaxy.org/) tools using coverage option in “Operate on Genomic Intervals” (Afgan *et al.* 2018) and provided in Supplementary File 3. Only genes within the duplications and deletions greater than 10 kb were considered for further analysis.

### mRNA-seq

Mixed-stage embryos were collected from N2, TY1916, BC4289 and SP117 by bleaching gravid adults. L2-L3 worms were collected by plating embryos and growing for 22–26 h at 22.5°C, and young adults next day. Worms were resuspended in at least 10 volumes of Trizol and stored at −80°C. RNA preparation was performed as previously (Albritton *et al.* 2014). Briefly, samples were freeze cracked 3–5 times, followed by TRIzol purification, and cleaned up with Qiagen RNeasy kit. From 0.5 to 10 μg of total RNA, mRNA was purified using Sera-Mag oligo(dT) beads (Thermo Scientific), sheared and stranded Illumina sequencing libraries were prepared using a previously published protocol (Parkhomchuk *et al.* 2009). Sequencing was performed with Illumina HiSeq-2000 and reads were aligned to genome version WS220 with Hisat2 version 2.2.1 (Kim *et al.* 2019) using default parameters. Count data were calculated using HTSeq version 0.13.5 (Putri *et al.* 2022) and differential expression was performed using the R package DESeq2 version 1.30.1 (Love *et al.* 2014). FPKM values were generated using Cufflinks version 2.2.1 with options -p 8 –library type fr- first strand (Trapnell *et al.* 2010). FPKM and DEseq2 output are provided in Supplementary File 4. In Fig. 3, log2 fold change values were median centered by subtracting the genome median from each value.

### Gene enrichment analysis in OP37

Genes differentially expressed in OP37 compared to N2 were analyzed using the Wormbase tool Gene Set Enrichment Analysis (Angeles-Albores *et al.* 2016). PHA-4 ChIP-seq binding peaks from OP37 L3 larvae were downloaded from the modERN project (Kudron *et al.* 2018). The results of the enrichment analyses and the list of differentially expressed genes are provided in Supplementary File 5.

## Results

### Characterization of chromosomal duplications and deletions using DNA-seq

To analyze the effect of gene dosage on mRNA expression, we used previously isolated strains with megabase-scale duplications (Supplementary File 1). Since prior characterization of the duplications was done by visible genetic markers (Hodgkin 2005; Edgley *et al.* 2006), we performed DNA-seq to map genes that were duplicated or deleted. First, we calculated average read coverage within 1-kb windows tiled across the genome. Plotting the ratio of coverage to wild type confirmed previously mapped duplications (Fig. 1).

**Fig. 1.**
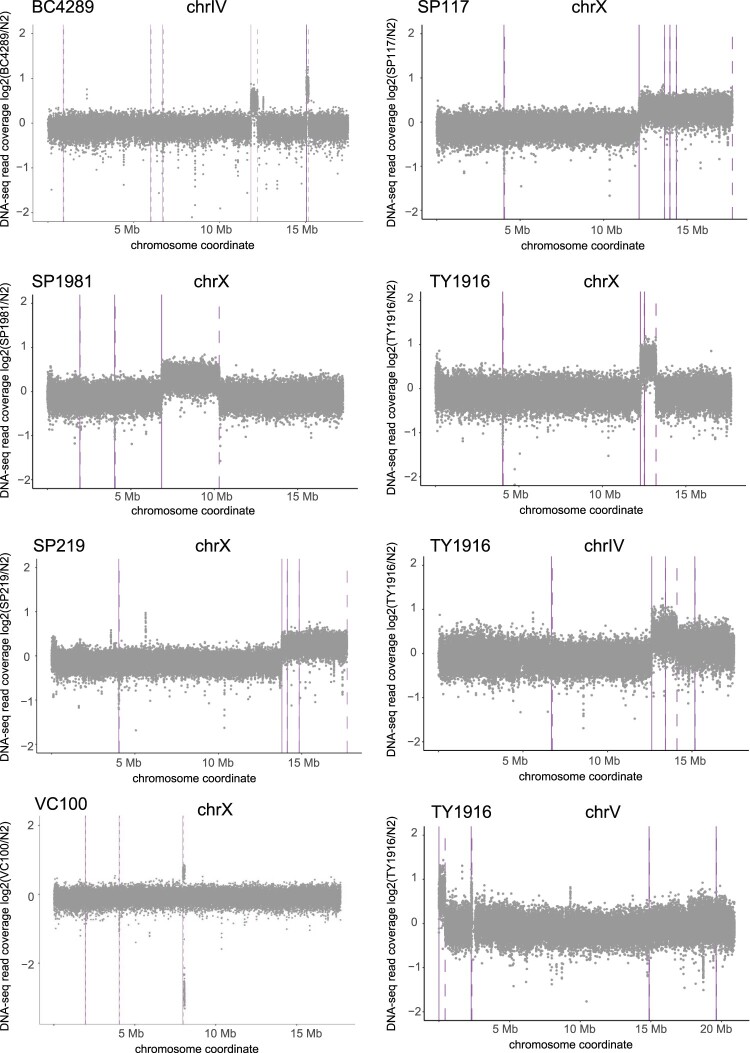
DNA-seq analysis of large chromosomal duplications. The *x*-axes are coordinates across the chromosomes containing duplications in each strain. The *y*-axis is log2(mutant/N2 control) coverage [CPM (counts per million) normalized and averaged for 1-kb windows]. Solid vertical lines indicate the start of a duplication and dotted lines indicate the end of a duplication as determined by CNVnator output.

To further characterize the strains, we used CNVnator to generate a list of genomic windows with increased and decreased coverage compared to N2 (Abyzov *et al.* 2011; Supplementary File 2). In addition to the mapped changes, many of the strains showed smaller CNVs that were different from the N2 strain (Fig. 2). Some CNVs were common among the duplication strains, which may have originated from a laboratory strain polymorphic to N2 (Vergara *et al.* 2009). Notably, there were multiple smaller deletions and insertions within and at the boundaries of the larger duplications (Supplementary File 2). One example is the presence of a duplication near ∼40 kb deletion on the X chromosome in the VC100 strain. The presence of additional changes in the boundaries may be due to imperfect repair of the double-strand breaks used to induce aneuploidies, followed by selection to laboratory conditions (Farslow *et al.* 2015).

**Fig. 2.**
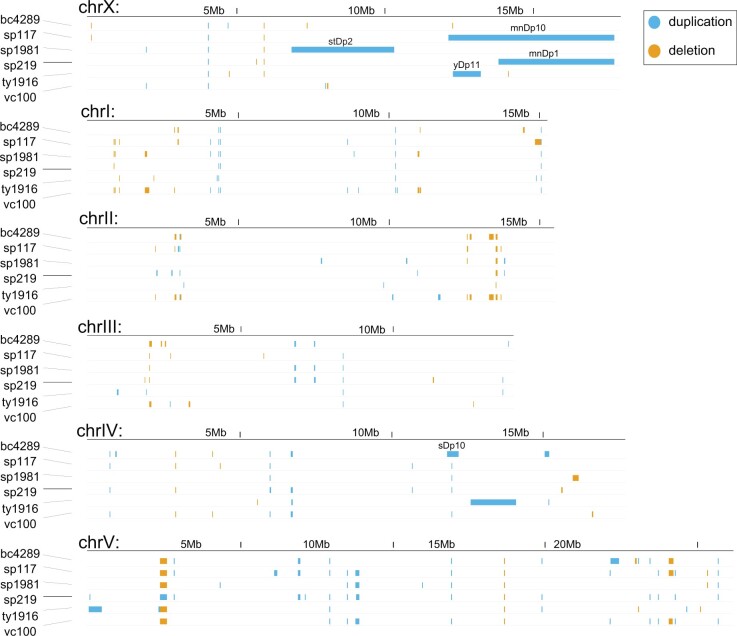
CNVnator-identified duplications and deletions. CNVnator identified duplications and deletions from each strain are visualized across the whole genome. Output files for each strain are provided in Supplementary File 2. Duplications are shown as blue, and deletions are shown as orange bars. The previously characterized large chromosomal duplications are labeled in each strain.

### Increased gene dosage and mRNA expression from chromosomal duplications

To analyze the effect of chromosomal duplications on gene expression, we performed mRNA-seq in 2 homozygous-viable strains with various length and number of duplications. 

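mRNA-seq libraries of SP117 were analysed from embryos (2 libraries), L2-L3 larvae (4) and young adults (3), and of TY1916 from embryos (3). The sample labels and the methods name embryos for TY1916, while the legend of Fig. 5e names L2-L3 larvae, and the libraries are treated as embryos here. The N2 mRNA-seq that served as the paper's control is not used here. Each strain was therefore compared with libraries of the same stage from another strain of the study that lacks the duplication. The reference was VC100 (3 libraries), a strain with an X chromosomal deletion, for embryos, and BC4289, a strain with a chromosome IV duplication, for L2-L3 larvae (2 libraries) and young adults (3 libraries). The authors aligned reads to genome version WS220. They deposited FPKM values from Cufflinks, and TPM values, for 20390 genes in each library, without read counts. The step to TPM is not described. Relative depth, estimated from the steps between low FPKM values, was 69.4% and 100% of the deepest library in the SP117 embryos. It was between 51.8% and 75.6% (median 58.3%) in the TY1916 embryos and between 29.8% and 48.4% (median 36%) in the VC100 embryos. In L2-L3 larvae it was between 11.5% and 59.6% (median 31.25%) for SP117 and 46.5% and 48.2% for BC4289. In young adults it was between 50.5% and 67.3% (median 65.7%) for SP117 and between 58.5% and 76.2% (median 65.3%) for BC4289. Values were analysed as log2(FPKM + 0.1) for genes with a mean FPKM of at least 1 over the libraries compared, so log2 ratios of low genes are understated.

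Region boundaries were read from the coverage plots of Fig. 1, and genes within 0.05 Mb of a boundary were left out. In WS220 coordinates the mnDp10 genes run from 12169029 to the end of chromosome X at 17718641 (5.55 Mb, 845 genes). The yDp11 genes run from 12321597 to 13140816 on chromosome X (0.819 Mb) and lie inside mnDp10. The duplicated genes of TY1916 on chromosome IV run from 12640423 to 14024603 (1.38 Mb, 263 genes), and those on chromosome V from 1479 to 398757 (0.397 Mb, 61 genes). The effect of a duplication was taken as the median log2 ratio of its genes minus the median of the unaffected genes of the same chromosome. Each library was also given a score, the median of its log2 values over duplicated genes minus that over unaffected genes, after the mean of each gene over both groups was subtracted. Genes are not independent replicates, so a test over genes is given together with an exact permutation test over libraries, both two-sided.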

SP117 contains a ∼5 Mb X chromosomal duplication attached to chromosome I (mnDp10). TY1916 contains a ∼1 Mb duplication from the X chromosome attached to chromosome IV (yDp11). TY1916 also contains previously uncharacterized changes involving the right arm of chromosome IV and the left end of chromosome V (Fig. 1). The left tip of chromosome V coverage (0.67) is similar to that of the characterized duplication from the X chromosome (0.60), thus appears to be duplicated. In the case of region with increased coverage on chromosome IV, the median ratio of coverage is lower (0.40) than that of the X duplication (0.60), thus this region may be present as free duplication or heterozygous in the population of worms used for DNA-seq.

To identify the genes affected by the chromosomal duplications, we used the CNVnator defined regions and categorized genes as duplicated or deleted (if transcription start-end of the gene fully overlaps with the CNV), affected (if overlap is 1 bp or more), or unaffected (no overlap; Supplementary File 3). We then plotted the log2 ratio of mRNA coverage in the duplicated strain compared to control along the wild-type chromosomes, highlighting genes within each category. 

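In SP117 embryos the median of 551 mnDp10 genes was 0.56 above that of 1257 unaffected X chromosomal genes on the log2 scale, a 1.47-fold difference. In SP117 L2-L3 larvae the difference was 0.59, or 1.50-fold, between 541 and 1411 genes. In TY1916 embryos, 87 yDp11 genes were 1.46 above 1838 unaffected X chromosomal genes, or 2.74-fold. The 166 duplicated genes of chromosome IV were 0.61 above 1693 unaffected genes, or 1.53-fold, and the 43 duplicated genes of chromosome V were 0.56 above 2426 unaffected genes, or 1.47-fold. Permutation of gene labels in the rank-sum test gave p = 1e-05 for the mnDp10, yDp11 and chromosome IV genes, the smallest value that 100000 permutations can give, and p = 0.00052 for the chromosome V genes. Windows of as many consecutive genes were then taken from outside the duplicated regions. None of 11987 windows deviated as far as the yDp11 genes and none of 11513 as far as the chromosome IV genes, but 855 of 12251 windows (6.98%) deviated as far as the chromosome V genes. At the level of libraries, the scores of the duplicated strain lay above all scores of the reference in each of these comparisons. The exact permutation test gave p = 0.1 for 2 or 3 embryo libraries against 3 and p = 0.0667 for 4 larval libraries against 2, in each case the smallest p the design allows. The spread between libraries (SD of the scores) was 0.0886 for SP117 and 0.0473 for VC100 embryos over mnDp10, and 0.0688 and 0.0364 for TY1916 and VC100 embryos over yDp11. With strain labels permuted within stages, over embryos, L2-L3 larvae and young adults together, the mean difference in mnDp10 score was 0.39, reached by 1 of 3000 splits (exact permutation p = 0.000333).

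Same-numbered embryo libraries of the compared strains did not deviate together (mean correlation -0.104 for SP117 and VC100, -0.105 for TY1916 and VC100). The replicate number was also used as a block, with only the libraries whose number occurs in every group compared. For region effects this setting only left out the other libraries. It gave mnDp10 effects of 0.53 in embryos, without VC100 replicate 3, and 0.48 (1.40-fold) in L2-L3 larvae, without SP117 replicates 3 and 4. The yDp11 and chromosome IV effects kept the values above, as the numbers are balanced. In embryos, the pairs of equal number gave mnDp10 effects of 0.73 and 0.47. The crossed pairs, a comparison added after seeing the data, gave 0.60 and 0.47. The largest move under another processing was that of yDp11, whose effect was 2.00 (4.01-fold) with unaffected autosomal genes as the baseline. With that baseline the chromosome V effect was 1.04 (2.06-fold). The chromosome V effect was between 0.24 and 0.76 with each library left out in turn.

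**Figure D1:**
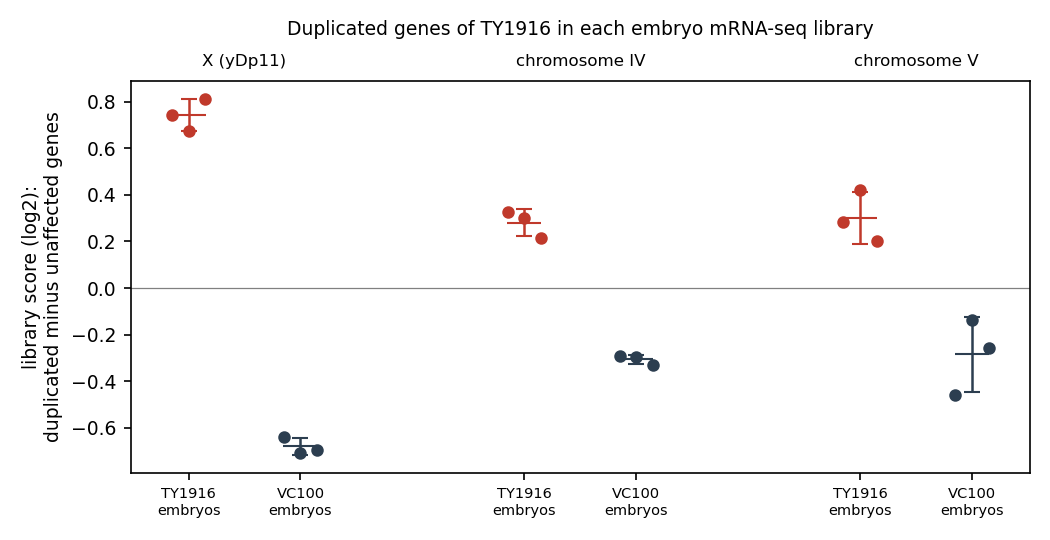
Library scores (log2, duplicated minus unaffected genes) of the 3 TY1916 and 3 VC100 embryo libraries for the duplicated genes of chromosomes X, IV and V. Points are libraries, and horizontal lines with bars are the mean ± SD. The TY1916 libraries lie between 0.67 and 0.81 for yDp11, between 0.21 and 0.33 for chromosome IV and between 0.20 and 0.42 for chromosome V, each above all VC100 libraries.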

Across all duplications, average mRNA-seq expression was increased, suggesting that gene dosage correlates with mRNA expression in *C. elegans* (Fig. 3). Notably, the effect on individual genes was variable, showing a range of log2 ratios for genes located within the same duplication (Supplementary File 4).

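The interquartile range of log2 ratios was 0.734 for mnDp10 genes and 0.612 for unaffected X chromosomal genes in SP117 embryos, and 0.517 and 0.469 in L2-L3 larvae. In TY1916 embryos it was 1.55 for yDp11 genes against 1.32 for unaffected X chromosomal genes, and 1.72 against 1.45 on chromosome IV, but 1.122 against 1.67 on chromosome V. A positive deviation from the unaffected median was seen for 84.6% of mnDp10 genes in embryos, 87.6% in larvae, 92.0% of yDp11 genes, 73.5% of duplicated genes on chromosome IV and 74.4% on chromosome V. Whether a single gene differed from the median of its own region was tested with limma and Benjamini-Hochberg adjustment over the genes of the region. No mnDp10 gene passed an adjusted p of 0.05, with 37 of 551 at an unadjusted p under 0.05 in embryos and 46 of 541 in larvae. For yDp11, 28 of 87 genes (32.2%) differed from the region median, 6 above and 22 below, against 455 of 1838 unaffected X chromosomal genes (24.8%). On chromosome IV the counts were 72 of 166 duplicated genes (43.4%) and 442 of 1693 unaffected genes (26.1%), and on chromosome V 13 of 43 (30.2%) and 962 of 2426 (39.7%). With the replicate number as a block these counts of duplicated genes were 10, 37 and 3.

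Of the 87 yDp11 genes, 72 (82.8%) were individually higher in TY1916 than in VC100 at an adjusted p under 0.05 over all 13118 genes tested, and none was lower. Of the 1838 unaffected X chromosomal genes 439 (23.9%) were also higher, and their median log2 ratio was itself 0.56. The 2 lowest of the 72 yDp11 genes were F11C1.1 (X 12987264 to 12989243) and F17H10.1 (X 13105122 to 13108474). Their log2 ratios were 0.66 (standard error 0.197, limma adjusted p = 0.0435) and 0.67 (standard error 0.201, limma adjusted p = 0.0445). Both thus lie little above the median of the unaffected genes. The highest of the 72 was C16D6.1 (X 12525274 to 12525714), at 22.4 ± 8.54 FPKM (SD, n = 3) in TY1916, with one VC100 library listed at 0. Its log2 ratio was 4.54 (limma adjusted p = 0.0345), and between 2.95 and 5.41 with each library left out in turn. None of these 3 genes remained under 0.05 with the replicate number as a block (limma adjusted p = 0.109, 0.101 and 0.0766), and each was over 0.05 with some libraries left out. F42F12.14 (X 12348496 to 12350265) had 2.87, 1.48 and 1.75 FPKM in TY1916 and was listed at 0 in all 3 VC100 libraries. No mnDp10 gene was individually significant in any stage. Over all genes, 3660 of 13118 (27.9%) differed between TY1916 and VC100 embryos, 2511 higher and 1149 lower. The median log2 ratio of all genes was itself 0.11, and the split was 1346 higher and 1494 lower after quantile normalization and 2253 higher and 2026 lower with libraries centred on their medians. The count was 917 with the replicate number as a block, 865 higher and 52 lower. SP117 differed from VC100 embryos at 8 genes (632 at an unadjusted p under 0.05), and from BC4289 at 5 genes in L2-L3 larvae (965 unadjusted). In simulated data with the spread of the VC100 embryos, 200 genes changed by log2 0.58 gave 0 calls, and 200 changed by log2 2 gave 118 calls (59%), and with the spread of SP117 L2-L3 larvae the same changes gave 0 and 119 calls. The simulations were of 3 against 3 embryo and 4 against 2 larval libraries, so they do not cover the 2 SP117 embryo libraries. With the spread of the young adults, 44 of 200 genes (22%) changed by log2 0.58 were called.

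The log2 ratios of mnDp10 genes in embryos and in larvae, which share no library, were related across 464 genes with a Spearman rho of 0.275, and those of 1131 unaffected X chromosomal genes with a rho of 0.221 (permutation p = 1e-05 for both, the smallest value possible, 1e-05 after Benjamini-Hochberg adjustment over these 2 correlations). With each library left out in turn the first was between 0.130 and 0.323 and the second between 0.0234 and 0.259. From the average increase the paper proposes that gene dosage correlates with mRNA expression, with a variable effect on individual genes.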

**Fig. 3.**
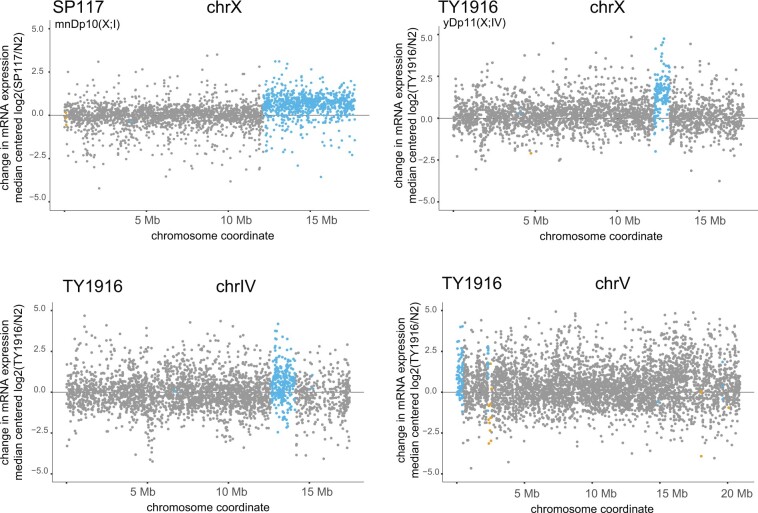
mRNA-seq analysis of 4 duplicated regions in 2 strains. Changes in mRNA expression in the SP117 and TY1916 strains compared to N2 are shown. In each graph, the *x*-axis shows the entire chromosomes from which the duplications originated from. The *y*-axis is the genome-median centered log2 ratio (mutant/N2) as determined by DESeq2. The DESeq2 outputs are provided in Supplementary File 4. The duplicated genes are highlighted in blue, deleted genes in orange, and unaffected genes in gray. Wilcoxon rank-sum test *P-*values are as follows: SP117 X duplicated versus X unaffected <2.2e−16, TY1916 X duplicated versus X unaffected <2.2e−16, TY1916 V-duplicated versus V-unaffected = 0.0016, TY1916 IV-duplicated versus IV-unaffected = 0.0029. Gene categories for all analyzed strains are provided in Supplementary File 3.

In mRNA-seq analyses using ratios, inclusion of lowly expressed genes reduces the magnitude of observed effect (Deng *et al.* 2011). To address this problem, we filtered out genes with FPKM values less than 1 in any wild-type replicate, and replotted the 3 large duplications in SP117 and TY1916 (Supplementary Fig. 1a). The median mRNA-seq increase for all 3 duplications was similar with or without filtering (1.58 vs 1.51 for mnDp10, 2.34 vs 2.49 for yDp11, 1.51 vs 1.43 for duplication on chr IV in TY1916), thus lowly expressed genes did not significantly skew the analysis. 

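Without any filter the increase was 1.42-fold for 802 mnDp10 genes in SP117 embryos and 1.45-fold for 787 in L2-L3 larvae, 1.90-fold for 124 yDp11 genes and 1.38-fold for 256 duplicated genes of chromosome IV in TY1916. With the filter of the paper applied to the reference strains, an FPKM of at least 1 in every reference library, the increase was 1.47-fold for 475 and 1.52-fold for 507 mnDp10 genes, 2.32-fold for 59 yDp11 genes and 1.41-fold for chromosome IV. A filter at a mean FPKM of at least 5 gave 1.50-fold and 1.54-fold for mnDp10, 2.71-fold for yDp11 and 1.47-fold for chromosome IV. Each increase had a permutation p over gene labels of 1e-04, the smallest that the 10000 permutations used for these settings can give.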

We also plotted FPKM expression values for each gene between the large duplication strain SP117 and wild type (Supplementary Fig. 1b). Although the correlation is noisier at lower FPKM values, the shift in mRNA level is clear for genes located at the duplication.

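In SP117 embryos against VC100 embryos, genes were grouped by their mean FPKM. The Spearman rho of the mean FPKM of the 2 strains across unaffected X chromosomal genes was 0.635 for 416 genes between 0.1 and 1 FPKM, 0.854 for 567 genes between 1 and 10, 0.894 for 582 genes between 10 and 100 and 0.774 for 108 genes above 100. For the 169, 222, 264 and 65 mnDp10 genes in the same groups, the increase over unaffected genes was 1.34-fold, 1.44-fold, 1.51-fold and 1.57-fold. In L2-L3 larvae against BC4289 the rho values were 0.600, 0.866, 0.915 and 0.949, and the increase was 1.55-fold for 152, 1.43-fold for 208, 1.56-fold for 262 and 1.37-fold for 71 mnDp10 genes. The interquartile range of the log2 ratios of larval mnDp10 genes was 1.19 between 0.1 and 1 FPKM and 0.540 between 1 and 10 FPKM. It was 0.402 between 10 and 100 FPKM but 0.607 above 100 FPKM. These correlations are across genes, which are not independent replicates.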

To probe further into variability, we addressed if the tighter scatter of log2 ratios on the X chromosome (Fig. 3) is due to lower expression noise, which was shown for the single X chromosome upregulated by the DCC in flies (Lee *et al.* 2018). To address noise, we calculated the coefficient of variation for each gene (filtering out those with FPKM < 1) using wild-type mRNA-seq data replicates in embryos, larvae, and young adults (Supplementary Fig. 1c). Overall, there was less variation in larvae, likely due to temporal dynamics of embryogenesis in embryos and germ cell development in young adults adding variability between collection of worms for mRNA-seq replicates. In all 3 developmental stages, the median coefficient of variation for X chromosomal genes was in between other chromosomes, suggesting that dosage compensation in worms does not reduce expression noise below that of autosomes.

### Increased mRNA expression and indirect effects of a multicopy integrated fosmid

While megabase-scale chromosome duplications showed an average increase in mRNA level, we wondered if smaller chromosomal segments with higher copy numbers also increase mRNA expression. To this end, we used a multicopy fosmid integration strain, where GFP-3xflag tag was inserted to the C terminus of *pha-4* gene within a fosmid containing 3 other genes (Sarov *et al.* 2012). The fosmid was then integrated into the genome randomly and a transgenic line that was vigorous and expressing the GFP-tagged *pha-4* was selected. This strain named OP37 was used to study the binding sites of *pha-4*, a transcription factor required for several developmental processes including the pharynx (Gaudet and Mango 2002; Zhong *et al.* 2010). 

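For OP37, 3 mRNA-seq libraries were analysed as FPKM values. Their relative depth was 28.4%, 53.5% and 56.8% of the deepest library of the study. The paper's text does not name their developmental stage. The sample labels call them embryos, while the name under which their values were deposited disagrees. Their Spearman rho was between 0.906 and 0.937 with the L2-L3 libraries and between 0.502 and 0.704 with the embryo libraries. Between TY1916 and VC100 embryos it was at least 0.846. These values argue against the embryo label for OP37, without settling the stage. As that stage is not settled, OP37 was compared both with the 3 VC100 embryo libraries and with the mean of the L2-L3 larvae of SP117 (4 libraries) and BC4289 (2 libraries), strains without the fosmid. Per gene, limma with Benjamini-Hochberg adjustment was run on log2(FPKM + 0.1) over 13469 genes against VC100 and 12895 genes against the larvae. The 4 genes of the fosmid lie on chromosome V of WS220 between 20752904 and 20775326, in the order pha-4, elp-1, F38A6.5 and F38A6.4. mRNA of the tagged copies and of the endogenous gene is counted together in FPKM values.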

The copy number for the fosmid was calculated to be 5.6 (Sarov *et al.* 2012).

The genes within and surrounding where the fosmid originated from are shown along with the DNA read coverage highlighting the increased gene dosage (Fig. 4a). The insertion site of the fosmid has not been mapped. 

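Against VC100 embryos, elp-1, F38A6.5 and F38A6.4 were higher in OP37 and pha-4 was not. Against the L2-L3 larvae all 4 genes of the fosmid were higher, each with a limma adjusted p under 0.05. The neighbouring gene on the left, dnj-25 (V 20729916 to 20744309), had 25.4 ± 7.70 FPKM (SD, n = 3) in OP37 and 24.1 ± 8.50 (SD, n = 3) in VC100 embryos, a log2 ratio of 0.10 (limma adjusted p = 0.844), and 0.27 against the larvae (limma adjusted p = 0.516). On the right, hif-1 (V 20780379 to 20785231) had 183 ± 33.7 FPKM in OP37 against 104 ± 27.6 in VC100 (log2 ratio 0.84, limma adjusted p = 0.0456, over 0.05 with any one library left out). Against the larvae its log2 ratio was 0.33 (limma adjusted p = 0.315). The next genes, tpan-1 (V 20789439 to 20790754) and Y44A6D.3 (V 20790464 to 20792380), overlap each other. Their log2 ratios were 2.25 and 1.68 against VC100 embryos (limma adjusted p = 0.00236 and 0.00181) but 0.66 and 0.09 against the larvae (limma adjusted p = 0.235 and 0.857). These calls moved with the processing. Against the larvae tpan-1 passed 0.05 without the third OP37 library (limma adjusted p = 0.0193). It also passed with the replicate number as a block (limma adjusted p = 0.0428), which leaves out that library and SP117 replicates 3 and 4. In TPM tpan-1, hif-1 and dnj-25 passed (limma adjusted p = 0.0215, 0.01 and 0.027). The median log2 ratio of all genes to the larvae was itself 0.62 in TPM, against -0.01 in FPKM. The log2 ratio of dnj-25 was 0.91 in TPM and that of hif-1 0.97, so these TPM calls do not single out the locus. Over the alternatives other than libraries left out, the adjusted p against the larvae was between 0.0215 and 0.288 for tpan-1. It was between 0.01 and 0.335 for hif-1 and between 0.027 and 0.57 for dnj-25. Y44A6D.7 had log2 ratios of 2.19 and -1.21 against the 2 references, neither significant (limma adjusted p = 0.203 and 0.637), and Y44A6D.5 and Y44A6D.6 were below the filter on low values.

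**Figure D2:**
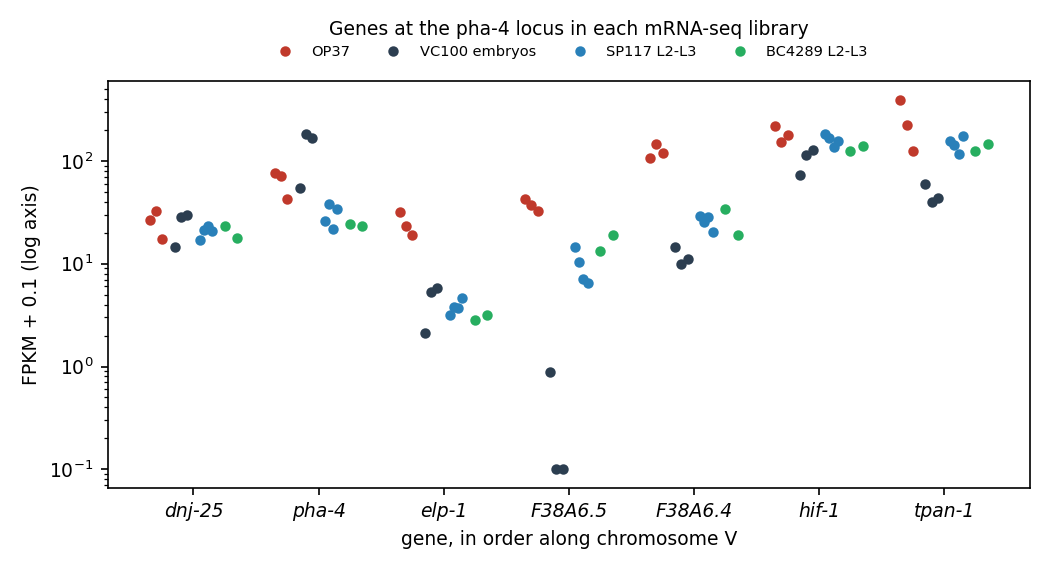
FPKM + 0.1 (log axis) of 7 genes at the pha-4 locus, in order along chromosome V, in each library of OP37, VC100 embryos, SP117 L2-L3 larvae and BC4289 L2-L3 larvae. For elp-1, F38A6.5 and F38A6.4 every OP37 library lies above all libraries of the other 3 groups, and for pha-4 the OP37 libraries lie above the larvae but not above all VC100 embryos.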

Notably, the mRNA level of all 4 genes including *pha-4* was increased in the OP37 strain compared to N2 control (Fig. 4b). The increase for *pha-4* was by a factor of ∼2.4 suggesting either feedback repression or an effect of GFP tagging on mRNA expression or detection. 

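pha-4 (F38A6.1, V 20752904 to 20760282) had 63.1 ± 18.3 FPKM in OP37 (SD, n = 3). The 3 VC100 embryo libraries held 54.0, 182 and 168 FPKM (SD 70.1). The log2 ratio to VC100 was -0.95 (standard error 0.507, limma adjusted p = 0.13), and it stayed between -1.51 and -0.64 with each library left out in turn. The decrease passed 0.05 without the VC100 library at 54.0 FPKM (limma adjusted p = 0.00882) and with all 23 libraries in one fit (limma adjusted p = 0.017), and over the alternatives in processing its p was between 0.017 and 0.551. In L2-L3 larvae pha-4 had 29.8 ± 7.34 FPKM in SP117 (SD, n = 4) and 23.6 ± 0.656 in BC4289 (SD, n = 2). The log2 ratio to the larvae was 1.22, or 2.33-fold (standard error 0.263, limma adjusted p = 0.0196), between 1.07 and 1.49 with each library left out in turn. It did not pass 0.05 without the first or the second OP37 library (limma adjusted p = 0.0802 and 0.0675). The sign of the pha-4 difference thus depended on the reference stage.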

The mRNA level of the other 3 genes on the fosmid increased by a factor of ∼3.6- to 4.8, reflecting the increase in their copy number.

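elp-1 (V 20764923 to 20770130) had 24.6 ± 6.57 FPKM in OP37, against 4.33 ± 2.02 in VC100 embryos, 3.72 ± 0.602 in SP117 larvae and 2.93 ± 0.242 in BC4289 larvae (SD). Its log2 ratio was 2.58, or 5.98-fold, against the embryos (limma adjusted p = 0.00143) and 2.84, or 7.15-fold, against the larvae (limma adjusted p = 0.000259). F38A6.4 (V 20773782 to 20775326) had 124 ± 19.2 FPKM in OP37, 11.7 ± 2.35 in VC100 embryos, 25.6 ± 3.78 in SP117 larvae and 26.2 ± 10.5 in BC4289 larvae. This gave log2 ratios of 3.40, or 10.5-fold (limma adjusted p = 3.77e-05), and 2.28, or 4.84-fold (limma adjusted p = 0.00111). F38A6.5 (V 20772504 to 20773705) had 37.7 ± 4.95 FPKM in OP37. One VC100 library held 0.792 FPKM and the other 2 were listed at 0, so the log2 ratio of 7.50 to the embryos moved to 4.98 with a pseudocount of 1 and to 9.76 with a pseudocount of 0.01. Against 9.49 ± 3.64 FPKM in SP117 and 16.0 ± 3.93 in BC4289 larvae, its log2 ratio was 1.64, or 3.12-fold (limma adjusted p = 0.00803). The adjusted p was 0.0597 when all 23 libraries shared one fit. The paper relates the increase of these 3 genes to their copy number, and proposes feedback repression or an effect of the tag for the lower increase of pha-4.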

**Fig. 4.**
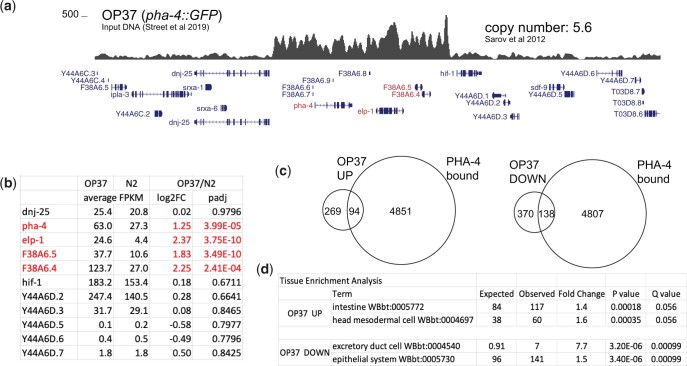
mRNA-seq analysis in a multicopy integrated fosmid strain. a) DNA-seq read coverage plot of OP37 visualized on UCSC genome browser, centered at a ∼70-kb window across the region where *pha-4* containing fosmid originated from. Genes included in the fosmid are highlighted in red. Only the longest isoforms are shown for simplicity. b) Table showing the average FPKM, log2 fold change, and *P*adj values from DESeq2 analyses, listed for genes within and neighboring the *pha-4* containing fosmid. The genes within the fosmid are highlighted in red. The entire analysis is included in Supplementary File 4. c) Overlap of genes bound by PHA-4 (modENCODE ChIP-seq peaks at 1-kb promoters) and genes up- or downregulated in the OP37 strain compared to N2. d) Tissue enrichment analysis of differentially expressed genes in the OP37 strain. Top 2 categories are shown for up- and downregulated genes, and the rest are provided in Supplementary File 5.

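Against VC100 embryos, 8919 of 13469 genes (66.2%) differed in OP37 at a limma adjusted p under 0.05, 3769 higher and 5150 lower. With libraries centred on their medians the split was 4630 higher and 4265 lower. Against the L2-L3 larvae of SP117 and BC4289, 1385 of 12895 genes (10.7%) differed, 478 higher and 907 lower, with 3451 at an unadjusted p under 0.05. The median log2 ratio of all genes tested was -0.43 against the embryos, and -0.01 in FPKM but 0.62 in TPM against the larvae. In TPM the larval comparison gave 4039 genes higher and 380 lower, and after quantile normalization 671 higher and 744 lower. Leaving out each library in turn gave between 7686 and 8907 genes against the embryos. Against the larvae, leaving out each OP37 or SP117 library gave between 616 and 2658, and the BC4289 libraries were not left out.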

Highlighting the indirect effect on the transcriptome, 871 genes were identified to be up- or downregulated in the OP37 strain, despite the fosmid including only 4 genes. Analysis of genes that were differentially expressed revealed no enrichment for PHA-4 bound genes (25% of upregulated and 27% of downregulated genes were bound by PHA-4 compared to 27% of all genes; Fig. 4c). It is possible that ∼2.4-fold increase in *pha-4* mRNA level does not cause an increase at the protein level or that the presence of multiple genes within the fosmid reduces *pha-4* specific changes on the transcriptome. The differentially expressed genes in the OP37 strain showed tissue-specific enrichment possibly reflecting the developmental functions of *pha-4* and the neighboring genes (Fig. 4d; Supplementary File 5).

### The mRNA increase from a X duplication differs across developmental stages

Next, we wondered how epigenetic regulation of the X chromosomes in different tissues would affect the consequence of an X chromosomal duplication. To address this question, we first considered the germline, where the X chromosomal genes are repressed compared to autosomal genes during early meiosis (Schaner and Kelly 2006). We reasoned that if a X chromosomal duplication is also subject to repression, the mRNA increase would be lower in adult worms. Indeed, genes located within the 5 Mb X chromosomal duplication in the SP117 strain showed less increase in mRNA expression in young adults compared to embryo and larvae (Fig. 5a). 

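For this question the young adult libraries of SP117 (3) were set against those of BC4289 (3), and the difference was compared with that in L2-L3 larvae and embryos. Young adults were also compared with L2-L3 larvae within each strain. The sum of FPKM over all genes was between 1282338 and 1413023 in the L2-L3 libraries of SP117 and between 1029095 and 1163860 in its young adults. As such sums differ between stages, effects are given relative to unaffected genes of the same libraries. All libraries are of whole animals, so germ line and soma are not separated.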

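In young adults, the median of 502 mnDp10 genes was 0.07 above that of 1234 unaffected X chromosomal genes, a 1.05-fold difference, with a permutation p over gene labels of 1e-05, the smallest value possible. Of these genes 59.8% lay above the unaffected median, and their log2 ratios had an interquartile range of 0.349, against 0.381 for unaffected genes. The 3 SP117 libraries lay above the 3 BC4289 libraries (exact permutation p = 0.1, the smallest that 3 against 3 can give). Same-numbered libraries had a mean correlation of 0.111. The effect had the same value with the replicate number as a block, and was between 0.06 and 0.12 with each library left out in turn. Against the unaffected autosomal genes it was -0.03 with a permutation p of 0.495, so its direction rested on the baseline. No mnDp10 gene differed from the region median (42 of 502 at an unadjusted p under 0.05), and 14 of 12827 genes differed between the strains at a limma adjusted p under 0.05 (1012 unadjusted).

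The difference between stages was tested by permuting strain labels within each stage. The mnDp10 score difference was 0.46 larger in L2-L3 larvae than in young adults, as far as 35 of 300 splits or more (exact permutation p = 0.117). It was 0.49 larger in embryos than in young adults (20 of 200 splits, exact permutation p = 0.1). The true split of the young adult libraries is the one with the largest score difference, so each of its 20 splits counts beside the true split of the other stage. With a small positive young adult effect p could therefore not fall below 0.0667 for larvae or 0.1 for embryos, and these 2 tests cannot tell whether the stages differ. With the autosomal baseline, where the young adult effect is not positive, the differences were 0.61 and 0.75 (exact permutation p = 0.02 and 0.03). Over the alternatives other than libraries left out, this p was up to 0.333 for both. The paper reasons that repression of the duplication in the germ line would lower the increase measured in adult worms.

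**Figure D3:**
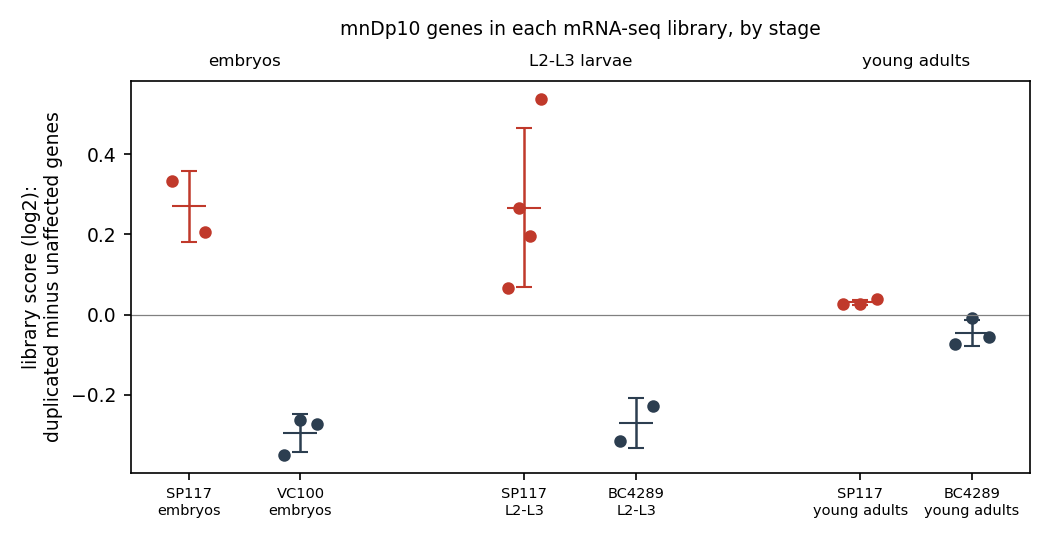
Library scores of mnDp10 genes (log2, duplicated minus unaffected X chromosomal genes) in embryos, L2-L3 larvae and young adults of SP117 and its reference strain, VC100 or BC4289. Points are libraries, and horizontal lines with bars are the mean ± SD. The SP117 scores are 0.33 and 0.21 in embryos, from 0.07 to 0.54 in larvae and from 0.03 to 0.04 in young adults, and the reference scores lie below them in each stage.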

X chromosome repression in the germ cells is measurable in whole animals because germ cells outnumber the somatic cells in adults, leading to lower X chromosome expression compared to autosomes (Fig. 5b). Thus, our results suggest that repression of genes within the 5 Mb X chromosomal duplication in the germline negates the mRNA effect of the duplications specifically in this tissue.

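From L2-L3 larvae to young adults, the median log2 ratio of 2036 X chromosomal genes of SP117 was 1.43 below that of 11557 autosomal genes (-1.43, or 0.371-fold). The library scores had an SD of 0.00473 in young adults and 0.107 in larvae, and an exact permutation test of 3 against 4 libraries gave p = 0.0286, the smallest possible. In BC4289, which was examined in the same way, 1972 X chromosomal genes had a median of -1.17 relative to 11750 autosomal genes, or 0.445-fold (exact permutation p = 0.1 for 3 against 2 libraries, the smallest possible). Without a filter on low values the differences were -1.12 and -0.99. Of the X chromosomal genes of SP117, 17.4% lay above the autosomal median. In all, 10439 of 13593 genes changed between the stages in SP117 (4982 higher and 5457 lower in young adults, limma adjusted p under 0.05), and in TPM the balance was reversed, with 5680 higher and 4745 lower. In BC4289 10148 of 13722 genes changed (5036 higher, 5112 lower), and in TPM the split was 6195 higher and 3403 lower.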

**Fig. 5.**
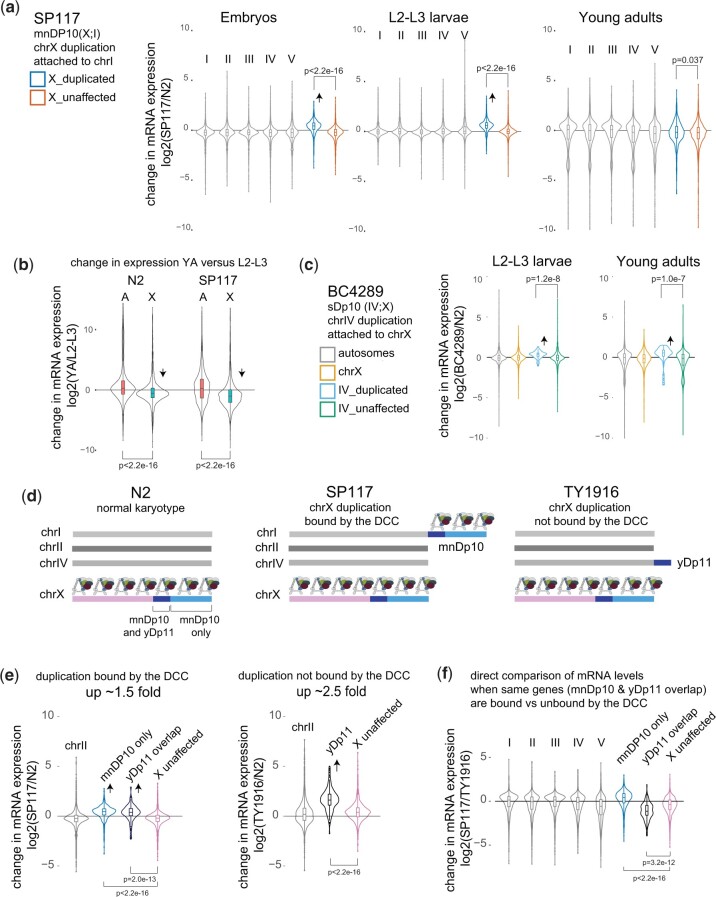
mRNA expression in X duplications subject to repression in the soma and germline. a) SP117 contains a large ∼5 Mb duplication of chr X that is attached to chr I. Violin plots of log2 fold change from DESeq2 analysis of SP117 compared to N2 in embryos, L2-L3 larvae and young adult worms. Significance of difference between average log2 fold change for genes within and outside the duplication from chr X is tested by *t*-test. Increased mRNA expression from the duplication in embryos and larvae is highlighted with an arrow. b) Violin plot of log2 fold change from DESeq2 analysis of YA to L2-L3 in N2 and SP117. X chromosomes are repressed in the germ cells that are present in young adults but not in L2-L3 larvae Difference in average change in expression between X and A is tested by *t*-test. c) BC4289 contains a ∼1 Mb chr IV duplication attached to chr X. Violin plots of log2 fold change from DESeq2 analysis of BC4289 compared to N2 in L2-L3 larvae and young adults is shown. Significance of difference between average log2 fold change of genes within and outside the duplication from chr IV is tested using *t*-test. d) A schematic representing N2 control, SP117 and TY1916 genomes. The 1 Mb duplicated region (dark blue) in TY1916 (yDp11) does not bind to the somatic DCC. The 4 Mb uniquely duplicated region in SP117 (mnDp10) is indicated in light blue. Within mnDp10, genes within the duplicated region that overlap with yDp11 (dark blue) is bound by the DCC. e) Violin plots of log2 fold change of SP117 and TY1916 compared to N2 in L2-L3 larvae. The 1.5- and 2.5-fold refer to the ratio of the median for the 1 Mb common duplicated region compared to the unaffected X chromosomal genes [lowly expressed genes are filtered (FPKM < 1)]. The arrows indicate the mRNA-seq increase in the duplicated regions, with *P*-values generated from *t*-test. f) Violin plot of log2 fold change ratio for SP117 directly compared to TY1916. The increase in mRNA expression of the same set of genes is lower in SP117 when ∼1 Mb X chromosome duplication is bound by the DCC compared to when unbound in TY1916.

The duplication strain BC4289 contains a ∼1 Mb translocation from chromosome IV to X allowing us to test if autosomal genes attached to the X chromosome are repressed in germ cells. 

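The mRNA-seq of BC4289 was analysed in L2-L3 larvae (2 libraries) and young adults (3), with the SP117 libraries of the same stages as the reference, since SP117 has no duplication on chromosome IV. In Fig. 1 the raised coverage of chromosome IV holds 57 genes from 11860531 to 12126766 (0.266 Mb) and, near 15 Mb, 2 genes from 15092848 to 15106451. Neither of the latter passed the filter on low values, so the values below come from the larger block. The paper gives a larger size for this duplication, so genes counted here as unaffected may include duplicated ones.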

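In BC4289 L2-L3 larvae, the median of 44 duplicated genes of chromosome IV was 0.49 above that of 2011 unaffected genes of the chromosome on the log2 scale, a 1.40-fold difference. Of the duplicated genes 95.5% lay above the unaffected median. In young adults the difference over 48 duplicated and 2151 unaffected genes was also 0.49 (1.40-fold), with 95.8% of the genes above the median. With the replicate number as a block, which left out SP117 L2-L3 replicates 3 and 4, the larval effect was lower, at 0.37 (1.29-fold). The young adult effect was unchanged. Permutation of gene labels gave p = 1e-05 in both stages, the smallest value possible. The interquartile range of the duplicated genes was 0.285 in larvae and 0.335 in young adults, against 0.469 and 0.408 for unaffected genes. Among windows of as many consecutive genes elsewhere, 47 of 11930 deviated as far in larvae and none of 11903 in young adults. The BC4289 scores were 0.22 and 0.24 in larvae and between 0.21 and 0.27 in young adults, above all SP117 scores (exact permutation p = 0.0667 and 0.1, the smallest possible).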

Unlike the 5 Mb X-to-I translocation in SP117, the 1 Mb IV-to-X translocation in BC4289 showed a similar increase in mRNA expression in young adults compared to larvae (Fig. 5c). Thus, germline repression may not affect autosomal genes even when they are physically attached to the X chromosome. 

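The difference between the stages in the BC4289 effect was tested in the same way as for mnDp10. The score difference in larvae minus that in young adults was -0.01, and 278 of 300 permutations of the strain labels gave a difference as large (exact permutation p = 0.927). The true split has the largest score difference in both stages, so other splits count beside it. The permuted splits also carry the strain effect of each stage. This test therefore cannot tell whether the stages differ. Left-out libraries moved the difference between -0.07 and 0.02, and the alternatives between -0.09 and 0.04. These ranges do not cover the effects with the replicate number as a block, 0.37 in larvae and 0.49 in young adults. The SD of the scores was 0.0182 and 0.0351 between BC4289 libraries in the 2 stages and 0.0958 and 0.0181 between SP117 libraries. From the similar increase in both stages, the paper proposes that germline repression may not reach autosomal genes attached to the X chromosome.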

In the future, multiple autosome to X duplications should be analyzed to test the generality of this conclusion. Nevertheless, the SP117 data suggest that epigenetic regulation of X chromosomal genes reduces the effect of a large X duplication on mRNA expression in the germline.

### Somatic dosage compensation reduces the level of mRNA increase in X chromosomal duplications

In *C. elegans*, hermaphrodite X chromosomes are repressed by a factor of 2 by somatic dosage compensation (Kramer *et al.* 2016). This repression is mediated by a condensin-based DCC that specifically binds to and represses transcription initiation from both X chromosomes (Kruesi *et al.* 2013; Kramer *et al.* 2015). DCC is recruited specifically to the X chromosomes by several cis-regulatory elements on the X (McDonel *et al.* 2006; Ercan *et al.* 2007; Jans *et al.* 2009; Albritton and Ercan 2017). Recruitment leads to spreading of the complex to nearby chromatin, creating robust binding across the X chromosomes (Albritton *et al.* 2017; Street *et al.* 2019).

Previous studies used immunofluorescence to analyze the ability of several X chromosomal duplications to recruit the DCC (Csankovszki *et al.* 2004; Blauwkamp and Csankovszki 2009). These studies found that ∼1 Mb duplication in TY1916 (yDp11) does not recruit the DCC. Although one strong and one weak recruitment sites are present within yDp11, insertion of few recruitment elements is not sufficient to recruit high levels of DCC to an autosome (Albritton *et al.* 2017), explaining the lack of robust DCC binding to this shorter duplication. The same stretch of DNA within the larger ∼5 Mb duplication in SP117 (mnDP10), is bound by the DCC (Csankovszki *et al.* 2004), due to the additional ∼4 Mb region containing 5 strong and 15 weaker recruitment elements. Since genes in yDp11 are also in mnDP10, we were able to test if epigenetic repression by the DCC reduced the effect of increased dosage across the shared genes (Fig. 5d). Indeed, the average mRNA increase from the 1 Mb region differed in the 2 strains (Fig. 5e). 

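The genes of the 1 Mb region were compared in both strains with embryos of the common reference VC100. In SP117 embryos 73 of them had a median log2 ratio 0.61 above that of unaffected X chromosomal genes, a 1.53-fold difference, and in SP117 L2-L3 larvae 82 of them were 0.60 above, or 1.51-fold, relative to BC4289. Permutation of gene labels gave p = 1e-05 for both, the smallest value possible. With the replicate number as a block, and the same libraries left out as for mnDp10, the effects were 0.63 in embryos and 0.44 (1.36-fold) in larvae. The SP117 embryo libraries scored 0.50 and 0.15, above the 3 VC100 libraries (exact permutation p = 0.1, the smallest possible). In larvae the 4 SP117 libraries scored between 0.03 and 0.64 and the 2 BC4289 libraries -0.21 and -0.27 (exact permutation p = 0.133, where the smallest possible is 0.0667). No window of 11234 in embryos and 11702 in larvae deviated as far. The scores of TY1916 embryos over the same region were 0.74, 0.67 and 0.81. Scores are centred within each comparison and rest on different genes, so these cannot be ranked against those of SP117. The strains are compared directly below.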

The median increase of mRNA expression from the 1 Mb duplication was lower when bound by the DCC (SP117) compared to when unbound (TY1916).

In TY1916, there are 4 copies of genes located within the 1 Mb yDp11; 2 X chromosomal copies under DCC-mediated repression and 2 duplicated copies on chromosome IV without DCC. In SP117, all 4 copies of the genes within the commonly duplicated region between mnDp10 and yDP11 are under DCC-mediated repression. 

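Over the genes of the 1 Mb region without a filter, the increase was 1.40-fold for 119 genes in SP117 embryos and 1.45-fold for 115 genes in L2-L3 larvae. With an FPKM of at least 1 in every reference library it was 1.54-fold for 59 genes and 1.47-fold for 74 genes. The middle of the distribution was wide in TY1916, with quartiles of 0.66 and 2.21 on the log2 scale for yDp11 genes relative to the unaffected median, against 0.25 and 0.99 in SP117 embryos. All of these increases are relative to VC100 or BC4289.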

In both strains, the expected level of median mRNA increase (based on copy number and the assumed DCC repression by a factor of 2) was lower than that of observed; ∼2.3-fold vs 3 in TY1916 and ∼1.5-fold vs 2 in SP117 [after filtering genes (FPKM < 1) median increase was ∼2.5 for TY1916 and 1.5 for SP117]. It would be interesting to know if other mechanisms of repression such as lamina-mediated organization of repressive chromatin contribute to repression of X chromosomal duplications (Snyder *et al.* 2016; Lee and Oliver 2018). Regardless, the lower level of mRNA increase from the same set of duplicated genes in the SP117 (DCC-bound) strain compared to TY1916 (DCC-unbound; Fig. 5f) indicates that DCC-mediated repression reduced the consequence of increased gene dosage on mRNA expression.

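In embryos of the 2 strains compared directly, 86 genes of the shared region had a median log2 ratio of SP117 to TY1916 of -0.85 relative to 1427 unaffected X chromosomal genes (0.554-fold). Only 14.0% of them lay above the unaffected median. The 479 genes duplicated in SP117 alone were 0.75 above it (1.68-fold). Permutation of gene labels gave p = 1e-05 for both, the smallest value possible. The SP117 libraries scored -0.21 and -0.65 and the TY1916 libraries between 0.37 and 0.44 over the shared region (exact permutation p = 0.1, the smallest that 2 against 3 can give). Same-numbered libraries of the strains deviated together, with a correlation of 0.462 between their deviations from the group means. With the replicate number as a block, which left out TY1916 replicate 3, the effects were -0.88 and 0.77. Over the whole genome, 893 genes differed at a limma adjusted p under 0.05 (58 higher and 835 lower in SP117). With the block they numbered 5652 (2319 higher and 3333 lower). Without TY1916 replicate 3 and with no block they numbered 61. Against unaffected autosomal genes the shared region was at -1.27 and the genes duplicated in SP117 alone at 0.33 (1.26-fold). With SP117 L2-L3 larvae in place of embryos, against the same TY1916 libraries, the shared region was at -0.36 (permutation p = 0.0266). The legend of Fig. 5e names larvae for both strains. As the TY1916 libraries are treated as embryos here, this contrast mixes stages and is not that of Fig. 5e. The unaffected X chromosomal genes themselves had a median ratio of -0.48 between SP117 and TY1916 embryos. The paper sets the copies under repression by the dosage compensation complex (DCC) in SP117 against the unbound copies in TY1916, and concludes that the DCC reduced the effect of the duplication.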

## Discussion

In *C. elegans*, several observations supported the idea that this organism is robust to changes in gene dosage in laboratory (Hodgkin 2005; Lipinski *et al.* 2011; Sarov *et al.* 2012; Konrad *et al.* 2018). Here, we showed that tolerance to increased gene dosage is not due to a genome-wide compensation mechanism acting at the mRNA level. However, it remains possible that effective mechanisms of compensation exist at the protein level (Dalley *et al.* 1993; Chang and Liao 2020). Post-transcriptional control of gene expression is common in *C. elegans* particularly in the germline (Nousch and Eckmann 2013), a tissue whose function is central to the viability of all isolated strains.

Our analysis of chromosomal duplications in *C. elegans* indicates that similar to other organisms (Kojima and Cimini 2019), increased gene dosage leads to increased mRNA expression with a high degree of variability between genes (Fig. 3). The variation in response to gene dosage could be due to measurement errors based on technical and biological variation in mRNA expression. It could also be due to feedback through gene regulatory networks (Malone *et al.* 2012). Indirect effect of increased gene dosage on the transcriptome was particularly evident in the fosmid integration strain (Fig. 4). It is possible that compensatory changes in the expression of other genes render chromosomal duplications and CNVs viable in the laboratory.

Partial aneuploidies and CNVs in specific genes have been implicated in a wide range of diseases (Inaki and Liu 2012; Tang and Amon 2013; Durrbaum and Storchova 2016). To determine the cause and consequences of these CNVs on organism phenotypes, it is necessary to understand the variation both between genes and between tissues. Here, our results demonstrate that tissue-specific mechanisms of X chromosomal gene repression control the level of mRNA increase from certain duplications in the germline and the soma. Thus, increased gene dosage could result in varying levels of mRNA-seq increase, when the same set of genes is under different epigenetic regulation. Overall, our work adds *C. elegans* to the line of research analyzing partial aneuploidies, demonstrating a lack of genome-wide dosage compensation mechanism acting at the mRNA level, highlighting gene-to-gene variability and the contribution of epigenetic regulation to the mRNA response to gene dosage.

## Data availability

A list of new and published data used in this study is provided in Supplementary File 1 with GEO accession numbers. The new data are available at GEO Series number GSE198682. Supplementary Material is included at figshare: https://doi.org/10.25387/g3.19762756.

## References

[jkac151-B1] Abyzov A , UrbanAE, SnyderM, GersteinM. CNVnator: an approach to discover, genotype, and characterize typical and atypical CNVs from family and population genome sequencing. Genome Res. 2011;21(6):974–984.2132487610.1101/gr.114876.110PMC3106330

[jkac151-B2] Afgan E , BakerD, BatutB, van den BeekM, BouvierD, CechM, ChiltonJ, ClementsD, CoraorN, GrüningBA, et alThe Galaxy platform for accessible, reproducible and collaborative biomedical analyses: 2018 update. Nucleic Acids Res. 2018;46(W1):W537–W544.2979098910.1093/nar/gky379PMC6030816

[jkac151-B3] Aït Yahya-Graison E , AubertJ, DauphinotL, RivalsI, PrieurM, GolfierG, RossierJ, PersonnazL, CreauN, BléhautH, et alClassification of human chromosome 21 gene-expression variations in Down syndrome: impact on disease phenotypes. Am J Hum Genet. 2007;81(3):475–491.1770189410.1086/520000PMC1950826

[jkac151-B4] Albritton SE , ErcanS. *Caenorhabditis elegans* dosage compensation: insights into condensin-mediated gene regulation. Trends Genet. 2017;34(1):41–53.2903743910.1016/j.tig.2017.09.010PMC5741500

[jkac151-B5] Albritton SE , KranzA-L, RaoP, KramerM, DieterichC, ErcanS. Sex-biased gene expression and evolution of the x chromosome in nematodes. Genetics. 2014;197(3):865–883.2479329110.1534/genetics.114.163311PMC4096367

[jkac151-B6] Albritton SE , KranzAL, WinterkornLH, StreetLA, ErcanS. Cooperation between a hierarchical set of recruitment sites targets the X chromosome for dosage compensation. Elife. 2017;6:e23645.10.7554/eLife.23645PMC545121528562241

[jkac151-B7] Angeles-Albores D , LeeRYN, ChanJ, SternbergPW. Tissue enrichment analysis for *C. elegans* genomics. BMC Bioinformatics. 2016;17(1):366.2761886310.1186/s12859-016-1229-9PMC5020436

[jkac151-B8] Blauwkamp TA , CsankovszkiG. Two classes of dosage compensation complex binding elements along *Caenorhabditis elegans* X chromosomes. Mol Cell Biol. 2009;29(8):2023–2031.1918844410.1128/MCB.01448-08PMC2663307

[jkac151-B9] Chang AY , LiaoBY. Reduced translational efficiency of eukaryotic genes after duplication events. Mol Biol Evol. 2020;37(5):1452–1461.3190483510.1093/molbev/msz309

[jkac151-B10] Csankovszki G , McDonelP, MeyerBJ. Recruitment and spreading of the *C. elegans* dosage compensation complex along X chromosomes. Science. 2004;303(5661):1182–1185.1497631210.1126/science.1092938

[jkac151-B11] Dalley BK , RogalskiTM, TullisGE, RiddleDL, GolombM. Post-transcriptional regulation of RNA polymerase II levels in *Caenorhabditis elegans*. Genetics. 1993;133(2):237–245.843627210.1093/genetics/133.2.237PMC1205314

[jkac151-B12] Deng X , HiattJB, NguyenDK, ErcanS, SturgillD, HillierLW, SchlesingerF, DavisCA, ReinkeVJ, GingerasTR, et alEvidence for compensatory upregulation of expressed X-linked genes in mammals, *Caenorhabditis elegans* and *Drosophila melanogaster*. Nat Genet. 2011;43(12):1179–1185.2201978110.1038/ng.948PMC3576853

[jkac151-B13] Dossin F , HeardE. The molecular and nuclear dynamics of X-chromosome inactivation. Cold Spring Harb Perspect Biol. 2021;14(4):a040196.10.1101/cshperspect.a040196PMC912190234312245

[jkac151-B14] Durrbaum M , StorchovaZ. Effects of aneuploidy on gene expression: implications for cancer. FEBS J. 2016;283:791–802.2655586310.1111/febs.13591

[jkac151-B15] Edgley ML , BaillieDL, RiddleDL, RoseAM. Genetic balancers. In: WormBook. The *C. elegans* Research Community, editor. 2006. p. 1–32.10.1895/wormbook.1.89.1PMC478140418050450

[jkac151-B16] Ercan S. Mechanisms of x chromosome dosage compensation. J Genomics. 2015;3:1–19.2562876110.7150/jgen.10404PMC4303597

[jkac151-B17] Ercan S , GiresiPG, WhittleCM, ZhangX, GreenRD, LiebJD. X chromosome repression by localization of the *C. elegans* dosage compensation machinery to sites of transcription initiation. Nat Genet. 2007;39(3):403–408.1729386310.1038/ng1983PMC2753834

[jkac151-B18] Farslow JC , LipinskiKJ, PackardLB, EdgleyML, TaylorJ, FlibotteS, MoermanDG, KatjuV, BergthorssonU. Rapid increase in frequency of gene copy-number variants during experimental evolution in *Caenorhabditis elegans*. BMC Genomics. 2015;16:1044.2664553510.1186/s12864-015-2253-2PMC4673709

[jkac151-B19] Gasch AP , HoseJ, NewtonMA, SardiM, YongM, WangZ. Further support for aneuploidy tolerance in wild yeast and effects of dosage compensation on gene copy-number evolution. Elife. 2016;5:e14409.2694925210.7554/eLife.14409PMC4798956

[jkac151-B20] Gaudet J , MangoSE. Regulation of organogenesis by the *Caenorhabditis elegans* FoxA protein PHA-4. Science. 2002;295(5556):821–825.1182363310.1126/science.1065175

[jkac151-B21] Hodgkin J. Karyotype, ploidy, and gene dosage. In: WormBook. The *C. elegans* Research Community, editor. 2005. p. 1–9.10.1895/wormbook.1.3.1PMC478102118023124

[jkac151-B22] Huettel B , KreilDP, MatzkeM, MatzkeAJ. Effects of aneuploidy on genome structure, expression, and interphase organization in *Arabidopsis thaliana*. PLoS Genet. 2008;4(10):e1000226.1892763010.1371/journal.pgen.1000226PMC2562519

[jkac151-B23] Inaki K , LiuET. Structural mutations in cancer: mechanistic and functional insights. Trends Genet. 2012;28(11):550–559.2290197610.1016/j.tig.2012.07.002

[jkac151-B24] Jans J , GladdenJM, RalstonEJ, PickleCS, MichelAH, PferdehirtRR, EisenMB, MeyerBJ. A condensin-like dosage compensation complex acts at a distance to control expression throughout the genome. Genes Dev. 2009;23(5):602–618.1927016010.1101/gad.1751109PMC2658519

[jkac151-B25] Kim D , PaggiJM, ParkC, BennettC, SalzbergSL. Graph-based genome alignment and genotyping with HISAT2 and HISAT-genotype. Nat Biotechnol. 2019;37(8):907–915.3137580710.1038/s41587-019-0201-4PMC7605509

[jkac151-B26] Kojima S , CiminiD. Aneuploidy and gene expression: is there dosage compensation? Epigenomics. 2019;11(16):1827–1837.3175574410.2217/epi-2019-0135PMC7132608

[jkac151-B27] Konrad A , FlibotteS, TaylorJ, WaterstonRH, MoermanDG, BergthorssonU, KatjuV. Mutational and transcriptional landscape of spontaneous gene duplications and deletions in *Caenorhabditis elegans*. Proc Natl Acad Sci U S A. 2018;115(28):7386–7391.2994160110.1073/pnas.1801930115PMC6048555

[jkac151-B28] Kramer M , KranzA-L, SuA, WinterkornLH, AlbrittonSE, ErcanS. Developmental dynamics of X-chromosome dosage compensation by the DCC and H4K20me1 in *C. elegans*. PLoS Genet. 2015;11(12):e1005698.2664124810.1371/journal.pgen.1005698PMC4671695

[jkac151-B29] Kramer M , RaoP, ErcanS. Untangling the contributions of sex-specific gene regulation and X-chromosome dosage to sex-biased gene expression in *Caenorhabditis elegans*. Genetics. 2016;204(1):355–369.2735661110.1534/genetics.116.190298PMC5012400

[jkac151-B30] Kruesi WS , CoreLJ, WatersCT, LisJT, MeyerBJ. Condensin controls recruitment of RNA polymerase II to achieve nematode X-chromosome dosage compensation. Elife. 2013;2:e00808.2379529710.7554/eLife.00808PMC3687364

[jkac151-B31] Kudron MM , VictorsenA, GevirtzmanL, HillierLW, FisherWW, VafeadosD, KirkeyM, HammondsAS, GerschJ, AmmouriH, et alThe ModERN resource: genome-wide binding profiles for hundreds of Drosophila and *Caenorhabditis elegans* transcription factors. Genetics. 2018;208(3):937–949.2928466010.1534/genetics.117.300657PMC5844342

[jkac151-B32] Langmead B , SalzbergSL. Fast gapped-read alignment with Bowtie 2. Nat Methods. 2012;9(4):357–359.2238828610.1038/nmeth.1923PMC3322381

[jkac151-B33] Lee H , ChoD-Y, WojtowiczD, HarbisonST, RussellS, OliverB, PrzytyckaTM. Dosage-dependent expression variation suppressed on the Drosophila male X chromosome. G3 (Bethesda). 2018;8(2):587–598.2924238610.1534/g3.117.300400PMC5919722

[jkac151-B34] Lee H , OliverB. Non-canonical Drosophila X chromosome dosage compensation and repressive topologically associated domains. Epigenetics Chromatin. 2018;11(1):62.3035533910.1186/s13072-018-0232-yPMC6199721

[jkac151-B35] Li H. A statistical framework for SNP calling, mutation discovery, association mapping and population genetical parameter estimation from sequencing data. Bioinformatics. 2011;27(21):2987–2993.2190362710.1093/bioinformatics/btr509PMC3198575

[jkac151-B36] Lipinski KJ , FarslowJC, FitzpatrickKA, LynchM, KatjuV, BergthorssonU. High spontaneous rate of gene duplication in *Caenorhabditis elegans*. Curr Biol. 2011;21(4):306–310.2129548410.1016/j.cub.2011.01.026PMC3056611

[jkac151-B37] Love MI , HuberW, AndersS. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol. 2014;15(12):550.2551628110.1186/s13059-014-0550-8PMC4302049

[jkac151-B38] Malone JH , ChoD-Y, MattiuzzoNR, ArtieriCG, JiangL, DaleRK, SmithHE, McDanielJ, MunroS, SalitM, et alMediation of Drosophila autosomal dosage effects and compensation by network interactions. Genome Biol. 2012;13(4):r28.2253103010.1186/gb-2012-13-4-r28PMC3446302

[jkac151-B39] McDonel P , JansJ, PetersonBK, MeyerBJ. Clustered DNA motifs mark X chromosomes for repression by a dosage compensation complex. Nature. 2006;444(7119):614–618.1712277410.1038/nature05338PMC2693371

[jkac151-B40] Meyer BJ. X-Chromosome dosage compensation. In: WormBook. The *C. elegans* Research Community, editor. 2005. p. 1–14.10.1895/wormbook.1.8.1PMC478138818050416

[jkac151-B41] Nousch M , EckmannCR. Translational control in the *Caenorhabditis elegans* germ line. Adv Exp Med Biol. 2013;757:205–247.2287247910.1007/978-1-4614-4015-4_8

[jkac151-B42] Parkhomchuk D , BorodinaT, AmstislavskiyV, BanaruM, HallenL, KrobitschS, LehrachH, SoldatovA. Transcriptome analysis by strand-specific sequencing of complementary DNA. Nucleic Acids Res. 2009;37(18):e123.1962021210.1093/nar/gkp596PMC2764448

[jkac151-B43] Putri GH , AndersS, PylPT, PimandaJE, ZaniniF. Analysing high-throughput sequencing data in Python with HTSeq 2.0. Bioinformatics. 2022;38(10):2943–2945.3556119710.1093/bioinformatics/btac166PMC9113351

[jkac151-B44] Ramírez F , RyanDP, GrüningB, BhardwajV, KilpertF, RichterAS, HeyneS, DündarF, MankeT. deepTools2: a next generation web server for deep-sequencing data analysis. Nucleic Acids Res. 2016;44(W1):W160–W165.2707997510.1093/nar/gkw257PMC4987876

[jkac151-B45] Samata M , AkhtarA. Dosage compensation of the X chromosome: a complex epigenetic assignment involving chromatin regulators and long noncoding RNAs. Annu Rev Biochem. 2018;87:323–350.2966830610.1146/annurev-biochem-062917-011816

[jkac151-B46] Sarov M , MurrayJI, SchanzeK, PozniakovskiA, NiuW, AngermannK, HasseS, RupprechtM, VinisE, TinneyM, et alA genome-scale resource for in vivo tag-based protein function exploration in *C. elegans*. Cell. 2012;150(4):855–866.2290181410.1016/j.cell.2012.08.001PMC3979301

[jkac151-B47] Schaner CE , KellyWG. Germline chromatin. In: WormBook. The *C. elegans* Research Community, editor. 2006. p. 1–14.10.1895/wormbook.1.73.1PMC478125918050477

[jkac151-B48] Snyder MJ , LauAC, BrouhardEA, DavisMB, JiangJ, SifuentesMH, CsankovszkiG. Anchoring of heterochromatin to the nuclear lamina reinforces dosage compensation-mediated gene repression. PLoS Genet. 2016;12(9):e1006341.2769036110.1371/journal.pgen.1006341PMC5045178

[jkac151-B49] Street LA , MoraoAK, WinterkornLH, JiaoC-Y, AlbrittonSE, SadicM, KramerM, ErcanS. Binding of an X-specific condensin correlates with a reduction in active histone modifications at gene regulatory elements. Genetics. 2019;212(3):729–742.3112304010.1534/genetics.119.302254PMC6614895

[jkac151-B50] Taggart JC , LiGW. Production of protein-complex components is stoichiometric and lacks general feedback regulation in eukaryotes. Cell Syst. 2018;7(6):580–589.e4.3055372510.1016/j.cels.2018.11.003PMC6659121

[jkac151-B51] Tang YC , AmonA. Gene copy-number alterations: a cost-benefit analysis. Cell. 2013;152(3):394–405.2337433710.1016/j.cell.2012.11.043PMC3641674

[jkac151-B52] Torres EM , SpringerM, AmonA. No current evidence for widespread dosage compensation in *S. cerevisiae*. Elife. 2016;5:e10996.2694925510.7554/eLife.10996PMC4798953

[jkac151-B53] Trapnell C , WilliamsBA, PerteaG, MortazaviA, KwanG, van BarenMJ, SalzbergSL, WoldBJ, PachterL. Transcript assembly and quantification by RNA-Seq reveals unannotated transcripts and isoform switching during cell differentiation. Nat Biotechnol. 2010;28(5):511–515.2043646410.1038/nbt.1621PMC3146043

[jkac151-B54] Vergara IA , MahAK, HuangJC, Tarailo-GraovacM, JohnsenRC, BaillieDL, ChenN. Polymorphic segmental duplication in the nematode *Caenorhabditis elegans*. BMC Genomics. 2009;10:329.1962215510.1186/1471-2164-10-329PMC2728738

[jkac151-B55] Zhang Y , MaloneJH, PowellSK, PeriwalV, SpanaE, MacalpineDM, OliverB. Expression in aneuploid Drosophila S2 cells. PLoS Biol. 2010;8(2):e1000320.2018626910.1371/journal.pbio.1000320PMC2826376

[jkac151-B56] Zhong M , NiuW, LuZJ, SarovM, MurrayJI, JanetteJ, RahaD, SheafferKL, LamHYK, PrestonE, et alGenome-wide identification of binding sites defines distinct functions for *Caenorhabditis elegans* PHA-4/FOXA in development and environmental response. PLoS Genet. 2010;6(2):e1000848.2017456410.1371/journal.pgen.1000848PMC2824807

How the deposited data were processed for this re-analysis (not part of the article)

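The deposited processed files of 23 mRNA-seq libraries were used, in 8 groups from 5 strains. Each file lists FPKM and TPM values that the authors deposited for 20390 genes in WS220 coordinates. The authors aligned reads with Hisat2 to WS220 and computed FPKM with Cufflinks, while the step to TPM is not described. TPM sums to 1000000 in every library. Read counts, which the authors took from HTSeq for the fold changes of their DESeq2 analysis, are not used here, so those fold changes were not recomputed. N2 mRNA-seq is not used here, and the 18 DNA-seq samples of the study's 41 samples were not analysed here, so copy number was not tested.

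Strain, stage and replicate number came from the sample labels, which were written down before any value was read. Replicates were paired by the number in the label where pairing was used. Whether equal numbers share a batch is not stated, so unpaired comparisons were primary and the replicate number was used as a block in an alternative. That alternative kept only libraries whose number occurs in every group compared, so results in it can also move through the libraries lost. Gene names came from a RefSeq gene table on a newer assembly, used for names only, and 19880 identifiers (97.5%) had a match. Of the 20390 genes, 51 with a FAIL status in any library and 12 mitochondrial genes were left out, which left 20327. There are 2 identifiers listed at 2 places. Relative depth of a library was estimated from the steps between FPKM values under 0.6.

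Values were log2(FPKM + 0.1) of genes with a mean FPKM of at least 1 over the libraries of a comparison. Per-gene tests used limma (lmFit and eBayes with a trend) with Benjamini-Hochberg adjustment at 0.05, two-sided. Regions were read by eye from the coverage plots of Fig. 1 and the called duplications and deletions of Fig. 2. Genes within 0.05 Mb of an edge were left out. A region effect is the median log2 ratio of duplicated genes minus that of unaffected genes of the same chromosome. Its two-sided p came from 100000 permutations of gene labels in a rank-sum test (10000 for alternatives), and a second p from all exact splits of the libraries. Windows of as many consecutive genes outside the duplicated regions gave a further comparison.

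Genes are named in the text when the paper names them, when they lie at the fosmid locus or are marker genes of a strain, when they lie in the X chromosomal block that was low in VC100 or are the nearest gene on either side of it with a mean FPKM of at least 5 in SP117 and TY1916 embryos (both chosen after seeing the data), or when they are the 2 lowest and 2 highest individually significant genes of a duplication. No mnDp10 gene qualified for the last rule. Alternatives were a pseudocount of 1 or 0.01, no filter or a mean FPKM of at least 5, the filter of the paper, TPM, quantile normalization, median-centred libraries, no edge zone or one of 0.15 Mb, the mean in place of the median, an autosomal baseline, other reference strains or stages, all 23 libraries in one fit, the replicate block, and each library left out in turn. The crossed pairing of replicate numbers was added after seeing the data.

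Before use, the limma steps and the region effect were run on simulated changes. With the spread of VC100 embryos, 200 genes changed by log2 0.58 were recovered 0 times and 200 changed by log2 2 were recovered 118 times. The seed was 20260. Versions were python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9, R 4.3.3 and limma 3.58.1.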

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

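The tests of a deletion in VC100, of another embryo age and of a duplication in BC4289, given below, were chosen only after the results were seen.

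A block of 8 neighbouring genes on chromosome X (8050420 to 8089629, 39.2 kb) had low mRNA in VC100 embryos, a strain whose mRNA-seq is not described in the text of the paper. In mean FPKM over VC100, SP117 and TY1916 embryos, dim-1 had 1.36, 228 and 341, dao-3 had 0.538, 83.6 and 92.5, vem-1 had 0.458, 78.1 and 98.5, and K07E3.4 had 0.174, 27.4 and 46.2. C18A11.3 was listed at 0 in VC100 and had 7.99 and 11.6 in the other two. These 5 genes were picked by a rule on their ratio. Between the first and last of them lie 3 genes that the rule did not pick, nssp-82 (also listed at 0 in an SP117 or TY1916 library), C18A11.1 and C46F2.1. In mean FPKM all 3 were also under 20% of both strains. This is consistent with a strain variant, a deletion in VC100, and the paper describes from DNA-seq an X chromosomal deletion of nearly this length in the strain. For the other explanation, embryos of another age, 4 of the 9 genes low in VC100 in the same way among 9245 genes lay outside the genes of the rule. How many age alone would give is not known. In all 20 libraries of the other strains, from embryos to young adults, dim-1 was at least at 158 FPKM, vem-1 at 40.8 and K07E3.4 at 25.2, against at most 1.86, 0.786 and 0.246 in VC100. Another age within these stages thus does not account for the low values. The flanking genes xol-1 (13.0 FPKM in VC100, 6.62 in SP117 and 6.78 in TY1916) and K07E3.2 (27.0, 24.6 and 20.3) were not low. As VC100 is the embryo reference, these genes show large ratios in SP117 and TY1916 that do not come from their duplications. Within SP117 against VC100, C18A11.3 and dao-3 did not pass 0.05 (limma adjusted p = 0.0892 and 0.105), but both did in one fit of all 23 libraries and with the replicate number as a block.

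In BC4289 young adults, 11 genes of chromosome V between 17202121 and 17379201 had a median log2 ratio to SP117 of 0.98 (1.97-fold) above 2363 unaffected genes of the chromosome, and all of them lay above the unaffected median. The permutation p over gene labels was 1e-05, the smallest possible, and the exact permutation p over 3 against 3 libraries was 0.1, the smallest possible. Fig. 2, which draws duplications and deletions called from DNA-seq, shows a duplication at this place, read by eye. The paper does not examine mRNA of these genes. Chance among windows does not account for it well, as 26 of 12125 windows of as many genes (0.214%) deviated as far. For a duplication in BC4289, the L2-L3 effect was 0.32 (permutation p over genes 0.0079, exact permutation p over libraries 0.467), too uncertain to tell. Without a filter on low values the young adult effect was 0.25.

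The values of dao-3 in SP117 L2-L3 larvae were 42.2, 46.3, 46.0 and 21.1 FPKM. The gap of the lowest value from the next, as a share of the range in log2, was 0.884, past the critical value of the Dixon test for 4 values. Of 31 sets of 4 values tested, 1 was past it, which is no more than chance would give on average. The sets are of different genes and scores in the same 4 SP117 L2-L3 libraries, so these tests are not independent. The library with 21.1 FPKM is the deepest of its group, at 59.6% of the deepest library, and was kept.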

How the results depend on the processing

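All alternatives except the crossed pairing were set before the data were examined. With libraries left out counted apart, of 231 alternatives to 18 main effects, 227 left direction and significance the same, 1 made the result stronger and 3 reversed its direction. For 9 further effects, 97 of 109 alternatives were the same, 1 weaker, 2 stronger and 9 reversed. For 15 counts, 109 of 138 were the same and 29 moved. For 40 named gene comparisons, 342 of 372 were the same, 14 weaker, 13 stronger and 3 reversed. With each library left out in turn, 1 fit of the main effects moved and 4 reversed, and of 69 fits of further effects 2 were weaker, 4 moved and 1 reversed. Of 76 counts 30 moved, and of 258 named gene fits 21 were weaker, 7 stronger and 5 reversed. The cause was not tested for any of the changes below.

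The mnDp10 effect in young adults was -0.032 with the autosomal baseline (permutation p = 0.495). The difference of the mnDp10 effect between larvae and young adults was 0.61 with the autosomal baseline (exact permutation p = 0.02, between 0.02 and 0.333 over all alternatives). That between embryos and young adults was 0.75 (exact permutation p = 0.03, between 0.03 and 0.333). The mnDp10 effect in embryos was 0.48 without the first and 0.65 without the second SP117 library. The chromosome V effect of BC4289 L2-L3 larvae was -0.11 with the replicate block. The stage difference of chromosome IV in BC4289 was -0.089 with no filter, 0.0069 with pseudocount 1, 0.041 after quantile normalization and between -0.072 and 0.022 with libraries left out.

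The effect at the end of chromosome I of SP117 was -0.047 in embryos with a zone of 0.15 Mb, and between -0.047 and 0.18 over all alternatives. In young adults it was 0.10 with a zone of 0.15 Mb and became significant (permutation p = 0.0095, between 0.0095 and 0.499 over all alternatives). In L2-L3 larvae it was -0.0065 with pseudocount 1, -0.028 with no filter, -0.0031 at a mean FPKM of at least 5, -0.0188 with no boundary zone, -0.060 with a zone of 0.15 Mb, -0.0194 with the mean of the genes, -0.076 with the replicate block and between -0.082 and 0.036 with libraries left out.

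Genes that differ between SP117 and BC4289 L2-L3 larvae numbered 13 with pseudocount 1, 2 with pseudocount 0.01, 3 at a mean FPKM of at least 5, 8 after quantile normalization, 26 with all 23 libraries in one fit and between 2 and 7 with libraries left out. In young adults they numbered 9 with no filter, 9 at a mean FPKM of at least 5, 36 with median-centred libraries and between 0 and 378 with libraries left out. Between SP117 and VC100 embryos they numbered 3 at a mean FPKM of at least 5, 66 in one fit, 15 with the replicate block and between 5 and 21 with libraries left out. The mnDp10 genes that differ from the region median numbered 1 in one fit in larvae, 1 in one fit in embryos and 1 with the replicate block of crossed numbers in embryos.

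Between TY1916 and VC100 embryos the count was 2370 at a mean FPKM of at least 5, 917 with the replicate block and between 319 and 5326 with libraries left out. Genes that differ from the region median numbered 38 on chromosome IV at a mean FPKM of at least 5, 37 with the replicate block and between 27 and 89 with libraries left out. For yDp11 they numbered 18 after quantile normalization, 10 with the replicate block and between 9 and 47 with libraries left out, and on chromosome V 3 with the replicate block and between 2 and 18. Between SP117 and TY1916 embryos the count was 459 at a mean FPKM of at least 5, 451 after quantile normalization, 1373 in one fit, 5652 with the replicate block and between 61 and 234 with libraries left out.

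OP37 against the L2-L3 larvae had 4419 genes in TPM, 2083 in one fit, 2108 with the replicate block and between 616 and 2658 with libraries left out. With the larvae as reference in place of VC100, the count of OP37 was 1385 and the log2 ratios were 1.22 for pha-4, -1.21 for Y44A6D.7 and 0.68 for unc-119. With libraries left out, dnj-25 against VC100 was between -0.24 and 0.35, Y44A6D.3 against the larvae between -0.088 and 0.30, Y44A6D.7 against the larvae between -2.12 and 0.38, and unc-112 in SP117 against VC100 between -0.037 and 0.55.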

Differences from the paper's values

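A count or fold was called different only beyond a set ratio to the paper's value. A fold had also to lie beyond the spread between libraries. A log2 ratio was called different beyond that spread or with another sign. A difference is said to close where the value was no longer called different. With VC100 embryos as the reference, the fold of pha-4 mRNA in OP37 was 0.517, where the paper states 2.4 relative to N2. The log2 ratio was -0.95, against about 1.3 in Fig. 4b, read by eye, so the direction differs. Of the alternatives set before the data were examined, only the L2-L3 larvae as reference closed the difference, at 2.33-fold and a log2 ratio of 1.22. The mean FPKM of OP37 in these files, 63.1 for pha-4, is the same as about 63 in Fig. 4b, read by eye.

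Other genes at the locus differed in the same comparison, and the larvae as reference closed the 5 below. The log2 ratio of F38A6.5 was 7.50 (1.64 with the larvae), against about 1.8 in Fig. 4b, read by eye. That of F38A6.4 was 3.40 (2.28 with the larvae), against about 2.3 in Fig. 4b, read by eye. That of hif-1 was 0.84 (0.33 with the larvae), against about 0.18 in Fig. 4b, read by eye. That of tpan-1 was 2.25 (0.66 with the larvae), against about 0.28 in Fig. 4b, read by eye. That of Y44A6D.3 was 1.68 (0.09 with the larvae), against about 0.08 in Fig. 4b, read by eye. For Y44A6D.7 the larvae moved the ratio from 2.19 to -1.21, against about 0.5 in Fig. 4b, read by eye. Both are about as far from it and neither is significant (limma adjusted p = 0.203 and 0.637), so only a sign that is not significant differs. For elp-1 they moved the ratio from 2.58 to 2.84, away from about 2.4 in Fig. 4b, read by eye, without a difference. The elp-1 folds, 5.98 and 7.15, lie above the range that the paper's text gives for the 3 fosmid genes other than pha-4. With the larvae, F38A6.5 lay below that range, at 3.12-fold.

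The number of genes up- or downregulated in OP37 was 8919, where the paper states 871. The larvae as reference gave 1385, and no single alternative set before the data were examined closed the difference. With the larvae as reference and a further alternative, also set before the data were examined, it closed: 1067 with no filter, 1243 at a mean FPKM of at least 5, 616 and 861 without OP37 replicate 1 or 2, and 972, 1121 and 830 without SP117 replicate 1, 2 or 3. Of the 8919 genes, 3769 were higher, against about 360 in Fig. 4c, read by eye, which the larvae closed at 478. And 5150 were lower, against about 510 in Fig. 4c, read by eye, where the larvae gave 907. With the larvae as reference it closed with no filter, at 709, after quantile normalization, at 744, in TPM, at 380, and without the same replicates, at 496, 585, 657, 731 and 581. In TPM, however, 4039 genes were higher and the total was 4419, both farther from the paper's values.

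For yDp11 the effect was 2.74-fold, and 2.32-fold with the filter of the paper, where the paper gives 2.49 after filtering. Without a filter it was 1.90-fold, where the paper gives 2.34. None of these was called different by the rule above. With the autosomal baseline the effect was 4.01-fold, which was.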

Other observations

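The tests of animals without the duplication, of embryo age, of the stage of OP37 and of other groupings of libraries were chosen only after the results were seen. Those of a mislabelled strain and of the genes lowest in young adults were written before their own values were known, but after the result by groups of genes was seen.

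The lower mnDp10 effect in young adults was examined with X chromosomal genes in 3 groups by their change from L2-L3 larvae to young adults. The young adult effect was 0.12 for 183 genes that fell most, taken as soma-biased (p = 0.00088, permutation of gene labels), 0.09 for 183 genes between (p = 0.00029) and -0.01 for 179 germline-biased genes (p = 0.0961), against 0.54, 0.60 and 0.54 in larvae. The difference of the outer groups was 0.13 (permutation p = 0.0057), in line with dilution by germline transcripts. A simple dilution is not in line with the 50 genes lowest in young adults, at 0.064 (permutation p = 0.559) against 0.64 in larvae. Low values or depth did not account for it either, as 114 genes with a mean FPKM of at least 20 had an effect of 0.047, against 0.55 in larvae. Whether the young adult libraries hold animals without the duplication could not be told from the 0.12 of the soma-biased genes. A mislabelled strain could not be told either: genes outside mnDp10 that differ in SP117 had a median log2 ratio of 0.21 in the same direction, with 26 of 44 (59.1%, exact binomial p = 0.291). Genes that differ in BC4289 kept their direction at 231 of 374 (exact binomial p = 6.23e-06). The duplicated genes of chromosome IV argue against a swap with BC4289. Over these genes the young adult libraries of SP117 scored between -0.28 and -0.24, and those of BC4289 between 0.21 and 0.27. Other strains were not examined in this way.

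TY1916 embryos differed from VC100 embryos along the direction of development. Across 12269 genes, the Spearman rho of the TY1916 to VC100 ratio with the larva to embryo ratio was 0.594, against 0.158 for SP117. This is in line with embryos collected at another age, which a comparison with one reference cannot part from a strain difference. After genes were corrected for this change, the yDp11 effect went from 1.27 to 1.26, that of chromosome IV from 0.64 to 0.47 and that of chromosome V from 0.77 to 1.00. The direct SP117 to TY1916 effect of the shared region went from -0.75 to -0.71, and the single genes of this region moved by a median of 0.54 in either direction. The part of an age difference that follows the change from embryo to larva thus does not account for the effect, and other effects of age were not tested.

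The OP37 libraries resembled L2-L3 larvae. Their Spearman rho with the larval libraries was between 0.906 and 0.937 over 18 pairs, and with the embryo libraries between 0.502 and 0.704 over 24 pairs, a gap of 0.202. This is in line with a label of embryos that does not hold for OP37, in which case the larvae are the better reference.

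Marker genes gave further values. In TY1916 against VC100 embryos, lon-2 had 4.07 ± 1.02 against 17.6 ± 3.17 FPKM (log2 ratio -2.11, limma adjusted p = 0.00595). unc-9 (X 13212320 to 13216665), just beyond the yDp11 region used, had 59.8 ± 14.2 against 7.35 ± 0.827 FPKM (log2 ratio 2.99, limma adjusted p = 0.00112). The paper lists mutant lon-2 and unc-9 alleles in TY1916 and describes its animals as non-Unc. The duplication may therefore reach unc-9, and the boundary read by eye may fall short of it. unc-112 had log2 ratios of 0.57 in TY1916 and 0.34 in SP117 (limma adjusted p = 0.21 and 0.824), and unc-3 had 0.62 in SP117 embryos and 0.97 in larvae (limma adjusted p = 0.809 and 0.582). unc-119, present as a rescue copy in OP37, had 40.6 ± 2.08 FPKM, a log2 ratio of -1.76 to VC100 (limma adjusted p = 0.00104) and 0.68 to the larvae (limma adjusted p = 0.0681).

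The region of chromosome IV distal to the TY1916 duplication had an effect of -0.16 over 206 genes (permutation p = 0.00606), and 27.0% of windows deviated as far. The end of chromosome I in SP117 had effects of 0.08 in embryos, 0.00 in larvae and 0.10 in young adults (permutation p = 0.275, 0.574 and 0.233). The coefficient of variation between replicates was lowest on X in 1, highest in 2 and between in 5 of the 8 groups.

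Counts were set against other splits of the same libraries into groups of equal size that part as many same-numbered pairs. The actual split was the only 1 of 4 with a count as large for OP37 against VC100, SP117 against BC4289 young adults, TY1916 against VC100 and the yDp11, chromosome IV and chromosome V genes that differ from the region median. Over all 10 splits of these comparisons, the largest other count was 0, except 1 for SP117 against BC4289 young adults, and 0.1 is the smallest exact p that 10 splits can give. For SP117 young adults against larvae the actual split was the only 1 of 8, and over all 35 splits the largest other count was 2 against 10439 (exact permutation p = 0.0286), so chance does not account for that count. For mnDp10 genes that differ from the region median in young adults, all 4 of 4 splits had a count as large, as the count was 0 (42 at an unadjusted p under 0.05).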
